A study of Gallus gallus with 8 samples. Its data were reported in "A Stage-Specific OTX2 Regulatory Network and Maturation-Associated Gene Programs Are Inherent Barriers to RPE Neural Competency" (2022).

How the data were processed

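ATAC-seq libraries were prepared by the authors from RPE nuclei of chicken embryos at embryonic day 4 and 5, from developing eyes and from eyes 6 hours after retinectomy with FGF2 beads, with 2 libraries per group and RPE of 2 embryos per library. Per the study's methods, reads were trimmed with Cutadapt and Trim Galore and aligned to GRCg6a with Bowtie2 in its very sensitive mode, reporting several alignments per read, and duplicates were removed with Picard. Open regions were called per library with HMMRATAC, merged across libraries with BEDTools, and regions on the mitochondrial chromosome were dropped. Reads per region were counted with featureCounts without regard to strand and normalized with DESeq2. Tool versions, a shift of reads for the position of the transposase and the handling of reads with several alignments at the counting step are not given in the sources used here. Open regions are therefore accurate to the scale of whole regions rather than single bases, and reads from repeated sequence can be counted at a copy they did not come from.

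The deposited values are a signal, namely normalized read counts per open region, for 89824 regions in 8 libraries. Replicates were not pooled by the authors. In each library every value was a whole multiple of the smallest value above 0, so that reads could be recovered by division. The share of values whole within a tolerance of 1e-06 was 100% in every library. The implied size factors ran from 0.544 to 1.45, and DESeq2 estimated the same size factors from the recovered reads. Reads within open regions ran from 25233633 to 72884966 per library and were 410815355 in all. This is the depth within open regions and not the sequencing depth. Coordinates are given as deposited, and whether starts count from 0 or 1 is not given in the sources used here. No genome sequence or annotation of the GRCg6a build was used here. Motif tests, assignment to genomic features, promoters of preset genes and a correction for GC content, all planned, were therefore not run, and no gene names are given.

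Libraries were grouped by their labels. The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), because the deposited values are normalized, with a group means model of all 8 libraries in 1 fit, empirical Bayes moderation with a trend, and Benjamini-Hochberg adjustment over all regions at a threshold of 0.05 with no fold change criterion, the threshold used in the study. Fold changes on this scale understate changes of regions with low signal. The 5 contrasts were E5 against E4 in developing RPE, E5 against E4 in 6hPR+FGF2 RPE, 6hPR+FGF2 against developing RPE at E4 and at E5, and the interaction of stage and treatment. Two-sided limma p-values were used throughout. The share of variance between libraries was tested by exact permutation over all 35 splits into 4 and 4, one-sided. Correlations across regions were given without p-values. For each contrast the rule for naming regions took the 2 autosomal regions with the largest rise and the 2 with the largest fall among those with an adjusted p of at most 0.05, a mean of at least 100 normalized counts in the higher group and no overlap of the replicates compared. Replicates of 2 against 2 libraries did not overlap in 54.4% of all regions in the developing stage comparison, so this criterion alone is weak. These choices were made before the data were examined.

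The tests were tried on simulated counts drawn for all 89824 regions from their means, the library sizes and edgeR dispersions, with 200 regions changed. The changed regions had a mean of at least 50 normalized counts, and a single draw was made per setting. For the stage comparison in developing RPE, with dispersions from the trend, limma recovered 30% of changes of 1 log2 unit and 91% of changes of 2 log2 units, and 4.72% of its calls were false. With dispersions estimated per region limma recovered 19% and 86%, and the false share was 18.0% for limma, 16.7% for edgeR and 30% for DESeq2. For the interaction with dispersions per region it was 11.4% for limma, 17.0% for edgeR and 39.2% for DESeq2. With dispersions from the trend the false share in the stage comparison was 6.02% for edgeR and 10.9% for DESeq2. For the interaction it was then 2.60% for limma, 4.55% for edgeR and 15.2% for DESeq2. In these draws adjusted p-values near the threshold were thus less strict than their nominal level when dispersions varied between regions. For DESeq2 this also held with dispersions from the trend. The shares rest on few false calls. With dispersions per region limma made 23 in the stage comparison and 5 in the interaction.

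The alternatives tried were pseudocounts of 0.5 and 10, a minimum mean of 50 normalized counts, scaling to equal totals, quantile normalization, leaving out chromosomes Z and W, regions of at most 2000 bp, fits with only the 4 libraries of a comparison, the replicate number as a block, robust moderation, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 (Wald test with its default filtering) on the recovered reads, and leaving out each of the 8 libraries. A correction for region width by a smoothing spline with 6 degrees of freedom, the same with the block, and leaving out the 188 regions almost lost from the treated libraries were added after the data were seen. Where leaving out a library left 1 library in a group, that library was assumed to vary like those of the other groups. Plots were drawn with matplotlib 3.10.9.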

Results

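Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in the retinal pigment epithelium (RPE) of the chicken embryo. RPE was taken at embryonic day 4 (E4) and embryonic day 5 (E5), either from developing eyes or 6 hours after surgical removal of the neural retina (retinectomy) with delivery of fibroblast growth factor 2 (FGF2). The treated condition is termed 6hPR+FGF2. Each of the 4 groups held 2 libraries, each made from RPE of 2 embryos. Accessibility was given as normalized read counts over 89824 open regions on 34 chromosomes of the GRCg6a build, with a median width of 540 bp and 74.6 Mb covered in all. The number of reads within open regions, recovered from the deposited values, was 34595299 and 59076807 in E4 RPE replicates 1 and 2. It was 72884966 and 60935269 in E5 RPE, 64716670 and 59446882 in E4 6hPR+FGF2 and 25233633 and 33925829 in E5 6hPR+FGF2, so that the treated E5 group was the shallowest. The median SD between replicates on the log2 scale fell from 0.40 in the quartile of regions with the lowest mean signal to 0.15 in the quartile with the highest.

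To determine whether libraries separated first by treatment or by stage, all open regions were compared on the scale of log2(normalized count + 1). Pearson correlations between replicates, taken across open regions, which are not independent replicates, ranged from 0.951 to 0.973 in the 4 groups. Correlations between stages under the same treatment ranged from 0.908 to 0.954 and those between treatments at the same stage from 0.823 to 0.889. Hierarchical clustering into 2 clusters split the libraries by treatment, and clustering into 4 returned the 4 groups. Principal component 1 held 58.6% of the variance and separated treated from developing libraries, and component 2 held 19.0% and separated the stages within each treatment. Treatment accounted for 57.7% of the variance between libraries, the largest share of all 35 splits of the libraries into 4 and 4 (one-sided exact permutation p = 0.0286, the smallest the design can give). Stage accounted for 17.2%, a share reached by 15 of the 35 splits (exact permutation p = 0.429). In a test added after this one was seen, with stage labels permuted only within each treatment, the same share was the largest of 18 splits (exact permutation p = 0.0556, again the smallest possible). The share for treatment moved most, to 54.6%, when regions almost without signal in the treated libraries were left out.

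**Figure D1:**
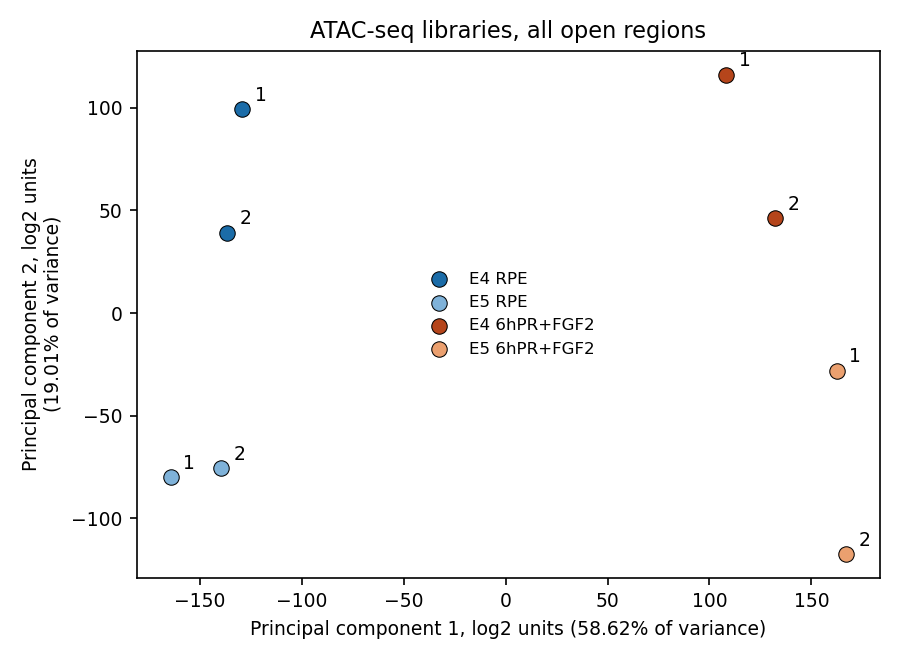
The 8 ATAC-seq libraries are plotted on principal components 1 and 2 of log2(normalized count + 1) over all open regions, with 1 point per library, replicate numbers beside the points and colours for the 4 groups. Component 1 (58.62% of variance) parts the developing libraries on the left from the 6hPR+FGF2 libraries on the right, and component 2 (19.01%) parts E4 from E5.

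RPE can still be reprogrammed to neural retina at E4 but not at E5, so accessibility in untreated eyes was compared between these days. Differentially accessible regions (DARs) were called with limma over all 89824 regions at a Benjamini-Hochberg adjusted p of at most 0.05. In developing RPE, 3733 DARs were found, of which 2517 were more accessible at E5 and 1216 were more accessible at E4. An absolute log2 fold change of at least 1 was reached by 2724 of them. The alternative that moved this count most, apart from leaving out a library, was DESeq2 on the recovered reads, which called 8004 regions. The count depended on each library of the comparison. It was 0 without E4 RPE replicate 1 (12066 regions had an unadjusted p under 0.05), 2111 without E4 RPE replicate 2, 6 without E5 RPE replicate 1 and 83 without E5 RPE replicate 2, of which 38 were higher and 45 lower at E5.

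Regions were named by the largest changes whose replicates did not overlap, on chromosomes other than Z and W. Because no annotation of the GRCg6a build was used here, they are given by position alone. The largest rise from E4 to E5 was on chromosome 19 from 3592510 to 3592770, where the signal was 15.4 ± 11.7 normalized counts at E4 and 152 ± 33 at E5 (SD, n = 2). Its log2 fold change on the log2(value + 1) scale was 3.42 with a standard error of 0.57 (limma adjusted p = 0.0163). A region on chromosome 8 from 7483090 to 7483600 rose from 20.4 ± 1.2 to 228 ± 61 (SD, n = 2; limma adjusted p = 0.0399). The largest fall was on chromosome 4 from 77806340 to 77806930, from 526 ± 274 to 29.5 ± 0.7 normalized counts (SD, n = 2), a log2 fold change of -4.01 with a standard error of 0.52 (limma adjusted p = 0.0096). A region on chromosome 13 from 11624440 to 11625350 fell from 858 ± 301 to 92.5 ± 41.2 (SD, n = 2; limma adjusted p = 0.0113). All 4 of these regions lost significance when either E5 RPE library or E4 RPE replicate 1 was left out, with their direction unchanged, and the region on chromosome 8 also did so without E4 RPE replicate 2 and when libraries were scaled to equal totals.

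The same stage comparison was made 6 hours after retinectomy and FGF2. Here 4133 DARs were found, 2279 more accessible at E5 and 1854 more accessible at E4, and 2894 had an absolute log2 fold change of at least 1. When all libraries were scaled to the same total, the majority changed side, with 1602 regions higher and 2520 lower at E5, and it also did so without E4 6hPR+FGF2 replicate 2 (1267 higher and 1871 lower). With the replicate number as a block 8093 regions were called, 4014 higher and 4079 lower at E5. DESeq2 on the recovered reads called 8154 regions. When only the 4 treated libraries entered the limma fit no region was called, although 17529 had an unadjusted p under 0.05. The count was 23 without E4 6hPR+FGF2 replicate 1, 5 without E5 6hPR+FGF2 replicate 2 and 6613 without E5 6hPR+FGF2 replicate 1. It also fell to 1613 without E5 RPE replicate 1 and to 1579 without E5 RPE replicate 2, which entered only through the shared estimate of the spread.

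The 2 largest rises at E5 in treated RPE lay close together on chromosome 1. The region from 196930 to 199350 rose from 57.5 ± 23.1 to 2406 ± 929 normalized counts (SD, n = 2), with a log2 fold change of 5.36 and a standard error of 0.30 (limma adjusted p = 0.000442). The region from 199560 to 200610 rose from 51.1 ± 1.1 to 829 ± 346 (SD, n = 2; limma adjusted p = 0.000987). Neither passed the threshold in the fit of the 4 treated libraries alone. The signal of the first region in developing RPE was 6292 ± 1179 at E4 and 5179 ± 763 at E5, so that the E4 treated value stood apart from the other 3 groups, and 6 of the 10 regions within 25000 bp on either side, themselves included, kept under 5% of their developing signal at E4. The 2 largest falls were on chromosome 1 from 98838950 to 98839560, from 173 ± 152 to 17.9 ± 18.9, and from 41335600 to 41336010, from 120 ± 33 to 12.9 ± 5.3 (SD, n = 2; limma adjusted p = 0.0431 and 0.0131). The first of these falls rested on an adjusted p near the threshold and was lost under 8 of its 23 alternatives. These were quantile normalization, the fit of the 4 treated libraries and the fits without E4 6hPR+FGF2 replicate 1, E5 6hPR+FGF2 replicate 2 or any 1 of the 4 developing libraries. The fall from 41335600 was lost without E4 6hPR+FGF2 replicate 1, without E5 6hPR+FGF2 replicate 2 and in the fit of the 4 treated libraries alone.

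**Figure D2:**
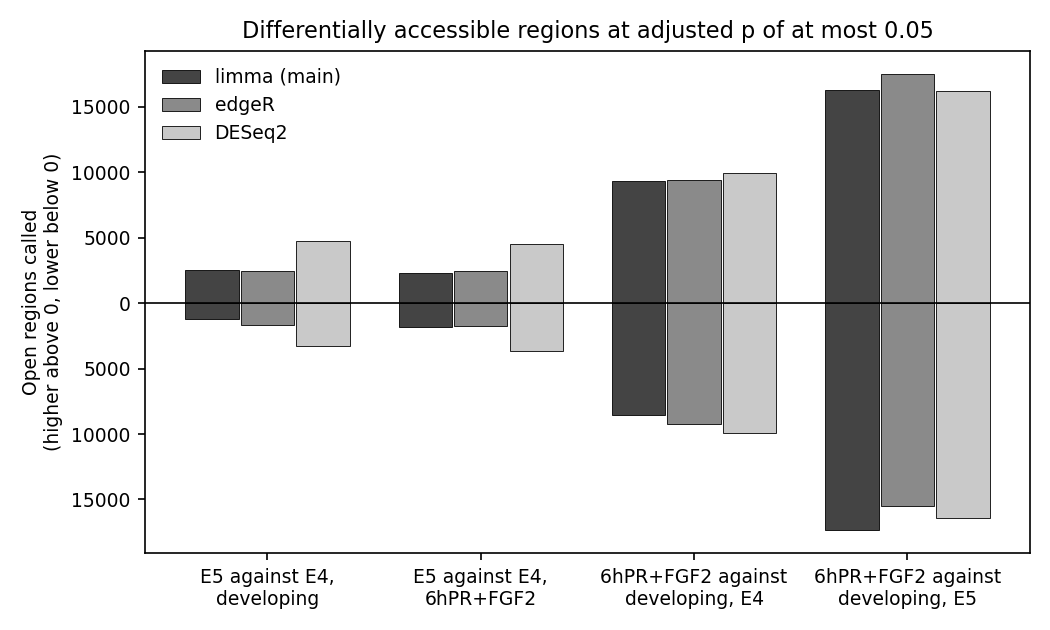
Bars show the number of open regions called at an adjusted p of at most 0.05 in each of the 4 pairwise comparisons, with regions higher in the first-named group above 0 and regions lower in it below 0, for limma on log2(normalized count + 1), edgeR and DESeq2 on recovered reads. For the stage comparisons DESeq2 called 8004 and 8154 regions against 3733 and 4133 by limma, while for the treatment comparisons the 3 tools lie within 17928 to 19877 at E4 and 32618 to 33685 at E5.

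To ask how far the stage difference was independent of treatment, the developing and treated contrasts, which share no library, were compared. Among the regions called in both, 634 were higher at E5 in both and 431 were lower in both, against 63.9 and 25.1 if the calls were independent, and 3 were called in opposite directions. Both contrasts came from 1 fit with a shared estimate of the spread, so these expected numbers may be too low as a reference. A shared spread does not favour the same direction, which 1065 regions had against 3. The log2 fold changes of the 2 contrasts had a Pearson correlation of 0.521 across all open regions and 0.717 across the 6798 regions called in either, where regions are not independent replicates. Of the DARs of developing RPE, 91.8% changed in the same direction in treated RPE. The overlap of 1065 regions followed the calls. It was 0 without E4 RPE replicate 1, 598 without E4 RPE replicate 2, 4 without E5 RPE replicate 1, 31 without E5 RPE replicate 2, 12 without E4 6hPR+FGF2 replicate 1 and 1 without E5 6hPR+FGF2 replicate 2. It was 2764 with DESeq2.

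The response to retinectomy and FGF2 was examined at E4, when the RPE is competent to reprogram. No ATAC-seq library followed retinectomy alone, so the parts of surgery and FGF2 cannot be told apart at either stage. Treated RPE was taken 6 hours after surgery, so development over those hours is not excluded as part of the difference. At this stage 17928 DARs distinguished treated from developing RPE, 9368 of them higher and 8560 lower after treatment, and 11146 had an absolute log2 fold change of at least 1. Scaling libraries to equal totals moved the split to 12389 higher and 6947 lower. The count was 8737 without E4 RPE replicate 2, 6834 without E4 6hPR+FGF2 replicate 2 (2704 higher and 4130 lower) and 11498 without E4 6hPR+FGF2 replicate 1. The largest rise was on chromosome 2 from 5151970 to 5152640, from 15.9 ± 14.4 to 486 ± 202 normalized counts (SD, n = 2), with a log2 fold change of 5.12 and a standard error of 0.55 (limma adjusted p = 0.000419). It was followed by a region on chromosome 2 from 128601250 to 128601470, which rose from 5.6 ± 5.9 to 179 ± 74 (SD, n = 2; limma adjusted p = 0.0008).

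At E5, after competence is lost, 33685 DARs were found, 16327 higher and 17358 lower after treatment, and 21443 had an absolute log2 fold change of at least 1. The majority was higher when libraries were scaled to equal totals, with 18320 regions higher and 15751 lower. The count was 18222 without E5 RPE replicate 1 (9196 higher) and 20195 without E5 RPE replicate 2 (10325 higher). The largest rise was on chromosome 14 from 6267970 to 6268390, from 15.1 ± 3.4 to 700.0 ± 177 normalized counts (SD, n = 2), with a log2 fold change of 5.44 and a standard error of 0.46 (limma adjusted p = 7.67e-05). A region on chromosome 1 from 60593030 to 60593240 rose from 6.74 ± 2.47 to 277 ± 16 (SD, n = 2; limma adjusted p = 0.000203). Each of the 4 regions named for a rise after treatment was also called higher at the other stage.

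The largest falls after treatment were the same 2 regions at both stages. A region on chromosome 2 from 49591540 to 49591920 held 240200 and 84410 normalized counts in the E4 RPE replicates and 60510 and 46020 in the E5 RPE replicates, against 40.7, 38.9, 40.4 and 21.3 in the 4 treated libraries. Its log2 fold change was -11.77 at E4 and -10.76 at E5 (limma adjusted p = 1.32e-06 and 2.44e-06). A region on chromosome 7 from 4582840 to 4583430 held 2087 ± 164 normalized counts in E4 RPE and 1681 ± 402 in E5 RPE (SD, n = 2) and not one read in any treated library. Against a floor of 3 reads over the group, it was at least 1920-fold lower at E4 and at least 674-fold lower at E5 (limma adjusted p = 8.76e-07 and 1.14e-06). Such floors cover counting error only. Both belong to 188 regions that kept under 2% of their developing signal in the treated libraries and had a mean of at least 100 normalized counts in developing RPE, a set defined after the values were seen. No region met the mirrored definition. All treated libraries share this pattern, so a batch difference is confounded with treatment. These falls are therefore not established as a loss of accessibility.

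The responses at E4 and E5 were then set against each other. Of the regions called at each stage, 7995 were higher at both and 6864 lower at both, against 1700 and 1650 if the calls were independent, and 12 were called in opposite directions. As both contrasts shared the estimate of the spread, these expected numbers too may be low as a reference. The log2 fold changes had a Pearson correlation of 0.842 across all 89824 regions and 0.892 across the 36742 called at either stage, taken across regions, which are not independent replicates. Without the 188 regions almost lost from the treated libraries the latter was 0.882. The median absolute log2 fold change over all 89824 regions was 0.41 at E4 and 0.55 at E5, and over the regions called at each stage it was 1.16 and 1.20.

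**Figure D3:**
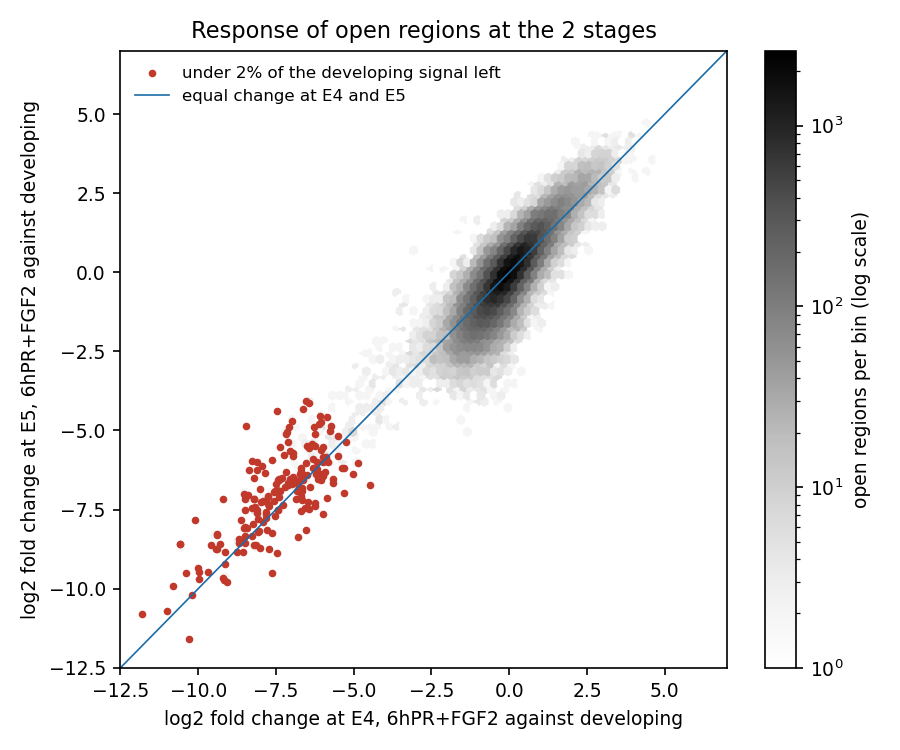
Each hexagon gives the number of open regions, on a log colour scale, by their log2 fold change after 6hPR+FGF2 at E4 (x axis) and at E5 (y axis), with a line of equal change. Red points mark the 188 regions that kept under 2% of their developing signal, which form a tail in the lower left with no counterpart in the upper right.

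Whether the response differed between stages was tested directly as the stage by treatment interaction. Only 2 of the 89824 regions were called by limma, while 8269 had an unadjusted p under 0.05. They were the 2 neighbouring regions on chromosome 1 named above. The region from 196930 to 199350 changed by -6.79 on the log2 scale at E4 and by -1.15 at E5, an interaction of 5.64 with a standard error of 0.43 (limma adjusted p = 0.00497). The region from 199560 to 200610 changed by -5.69 and -0.92, an interaction of 4.77 with a standard error of 0.37 (limma adjusted p = 0.00497). edgeR called 2 regions and DESeq2 called 288, of which 122 were higher and 166 lower, and both tools called the 2 regions found by limma. No region was called by limma without E4 RPE replicate 1 (6315 had an unadjusted p under 0.05) or without E4 RPE replicate 2 (10686), and 1 region was called without E5 6hPR+FGF2 replicate 2. In simulated counts, limma recovered 9% of interactions of 1 log2 unit and 66% of those of 2 log2 units with dispersions taken from the trend, and 3% and 36% with dispersions estimated per region. Differences of 1 log2 unit between the responses were thus mostly not detected with 2 libraries per group in these draws. Only regions with a mean of at least 50 normalized counts were changed in them.

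Chromosomes Z and W were described apart because each library pooled 2 embryos of unstated sex. Chickens have ZZ males and ZW females. Chromosome Z held 4454 open regions and chromosome W 203. The share of the signal on W, leaving out the 188 regions almost lost after treatment, was 0.176% and 0.300% in E4 RPE replicates 1 and 2 and 0.401% and 0.0406% in E5 RPE. It was 0.0007% and 0.109% in E4 6hPR+FGF2 and 0.00042% and 0.187% in E5 6hPR+FGF2. The share on Z ran from 2.91% in E5 RPE replicate 1 to 5.09% in E5 RPE replicate 2. The median SD between replicates was 0.24 on the log2 scale for autosomal regions, 0.47 for Z and 2.46 for W. In the developing stage comparison 1.03% of Z regions and 0 of the W regions were called, against 4.33% of autosomal regions. In the treatment comparisons 96 of the W regions (47.3%) were called at E4 and 99 (48.8%) at E5, all of them lower after treatment, with 51 and 55 of these outside the 188 lost regions. The sex of the pools was not part of the model.

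**Figure D4:**
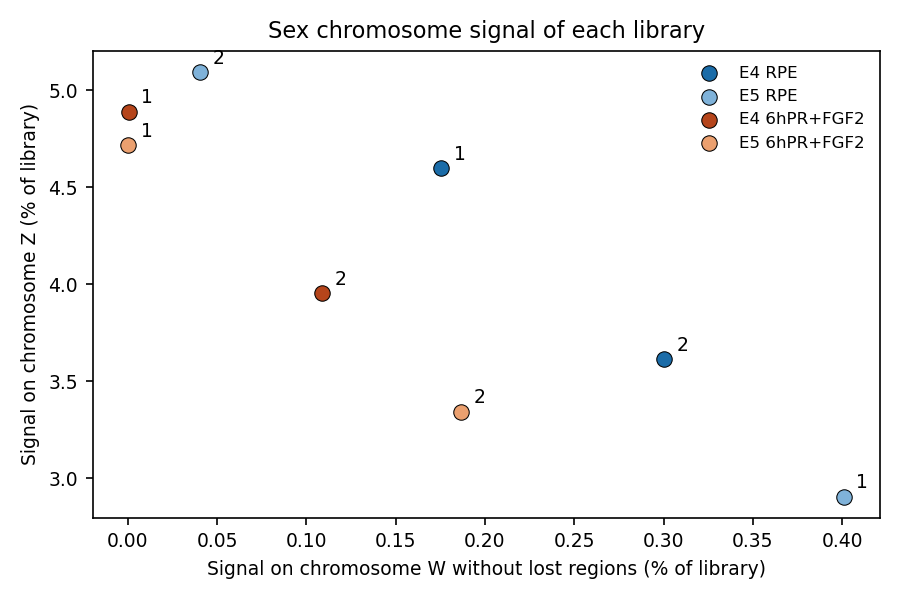
Each point is 1 library, with the share of its signal on chromosome W, leaving out the 188 regions almost lost after treatment, on the x axis and on chromosome Z on the y axis, both in % of the library's signal over open regions, replicate numbers beside the points and colours for the 4 groups. E5 RPE replicate 1 has the highest such W share (0.401%) and the lowest Z share (2.906%), and replicates of each group lie apart.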

Values the study reported

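The study reported 8,004 stage-dependent DARs in developing RPE and 8,154 after 6hPR + FGF2. Of these, 4,728 and 4,490 were more accessible at E5, and 3,276 and 3,664 were more accessible at E4. For peak summits rather than whole open regions, the study gave an R-sq of 0.76 between the treatment responses at the 2 stages.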

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

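The tests of explanations in this part were chosen after the result was seen. The interaction of stage and treatment, a planned test, set 2 neighbouring regions of chromosome 1 apart because their response to 6hPR+FGF2 differed between E4 and E5. The difference was 5.64 on the log2 scale for the region from 196930 to 199350 and 4.77 for that from 199560 to 200610 (limma adjusted p = 0.00497 for both), with both treated replicates at E4 below both at E5. A single library did not create the size of the difference, which was at least 4.33 for either region whichever of the 8 libraries was left out, although the adjusted p exceeded 0.05 without E4 RPE replicate 1 (0.123 for both), without E4 RPE replicate 2 (0.0699 for both) and, for the first region, without E5 6hPR+FGF2 replicate 2 (0.0532). Over all alternatives the adjusted p ran from 1.05e-47 with DESeq2 to 0.123 for the first region and from 7.9e-36 with DESeq2 to 0.123 for the second. A lack of depth at E4 is argued against, since the E4 treated libraries held 302 reads in the 2 regions out of 124163552, against 3993 of 59159462 in the E5 treated libraries. Of the 10 regions within 25000 bp on either side, 6 kept under 5% of their developing signal at E4 and 0 did so at E5. The stretch also changed at E5, where 7 of the 10 regions were called lower after treatment, at 10.9% to 55.1% of their developing signal, and 2 were called higher, of which that from 224800 to 225600 stood at 2670% of developing against 26.8% at E4. A cause confined to the E4 treated libraries does not account for these changes at E5. For the fall at E4, a stretch of sequence that is absent, variant or counted differently in the E4 treated libraries could give such a shared change, and so could a regulated domain, and these cannot be told apart because the sequence of the stretch was not used here. A difference between stages in the response itself stays open as an untested biological explanation.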

How the results depend on the processing

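Width correction, alone or with the block, and leaving out the 188 regions almost lost from treated libraries were chosen after seeing the data; the other alternatives were planned. GC correction, alone or with the replicate block, and the alternatives for motifs, genomic features and promoters were not run. The share of variance explained by treatment stayed between 54.6% and 59.7% under its 9 alternatives, with an exact permutation p of 0.0286 in each. The correlation of the E4 and E5 treatment responses ranged from 0.827 to 0.861 with all libraries and from 0.782 to 0.841 with 1 left out. That of the stage differences ranged from 0.514 to 0.560 with all libraries and from 0.430 to 0.511 with 1 left out. The treatment DAR counts stayed within 1.5 times of the main count under all alternatives that kept every library, from 13814 to 21610 at E4 and from 31261 to 37236 at E5.

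The stage DAR counts were less stable. DESeq2 called 8004 regions in developing and 8154 in treated RPE, 288 for the interaction, and an overlap of 2764. All 3733 developing DARs and 4111 of the 4133 treated DARs of limma were among the DESeq2 calls, and edgeR called 4104 and 4157. Without Z and W the treated count was 6556 and the overlap 1842; part of the cause is that the noisier sex chromosome regions no longer entered the estimate of the spread, since centring Z in each library raised the share of autosomal calls as well. With 4 libraries per fit the treated count was 0, with 17529 regions at an unadjusted p under 0.05, and the overlap was 0, while the same kind of fit called 4502 in developing RPE, with 21119 at an unadjusted p under 0.05, and 32154 for treatment at E5. With regions of at most 2000 bp the interaction count was 1, since 1 of the 2 regions is wider. With 1 library left out, counts ranged from 0 to 4143 for the developing stage comparison, 5 to 6613 for the treated one, 6834 to 20231 for treatment at E4, 18222 to 33726 for treatment at E5, 0 to 3 for the interaction and 0 to 1375 for the overlap. The cause of these shifts, and of the others for which none is given, was not tested.

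The replicate numbers of the labels were not taken to pair the libraries, since not every pair of groups deviated together. The deviations of same-numbered libraries from their group means were correlated for the 6 pairs of groups. E5 RPE gave -0.05 with E4 RPE, -0.16 with E4 6hPR+FGF2 and -0.21 with E5 6hPR+FGF2. E4 RPE gave 0.33 with E4 6hPR+FGF2 and 0.11 with E5 6hPR+FGF2, and the treated groups gave 0.33 with each other. All pairs with E5 RPE were thus negative and the others positive, so a difference shared by number among the groups other than E5 RPE is not excluded. With the replicate block the stage counts were 7313 and 8093, of which 4014 were higher and 4079 lower at E5 in treated RPE, the treatment counts 21065 and 36530, the interaction count 2 and the overlap 2753. With the replicate block and width correction the stage counts were 7060 and 8488 and the overlap 2750.

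The balance of directions depended on scaling and, for the treated stage comparison, also on the block, where 49.6% of calls were higher. Equal totals shifted the median log2 fold change over all regions by -0.12 for the treated stage comparison and by 0.11 for treatment at E4. The share of regions called higher moved from 55.1% to 38.9% and from 52.3% to 64.1% in these, and from 67.4% to 59.0% in the developing stage comparison. For treatment at E5 it was 48.5%, 53.8% with equal totals and 57.2% with width correction. For treatment at E4 it was 48.0% with 4 libraries per fit. Which direction held the majority of calls is thus not settled for the treated stage comparison or for treatment at either stage. None of the values for named regions reversed under any alternative. Of 261 such values with all libraries, 6 lost significance, and of 144 with 1 library left out, 26 did, all of them in the stage comparisons and the interaction.

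The E5 treated group was the shallowest, with 59159462 reads in 2 libraries. Whether depth limited the calls that use it was not tested. In the quartile of regions with the lowest signal 1.68% were called in the developing stage comparison, against 5.09% in the highest. For treatment at E5, which uses the shallowest group, these shares were 30.2% and 39.6%.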

Other observations

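All tests of explanations in this part were chosen after the pattern was seen, except that of the Z chromosome centring, whose prediction was written before its result. The stage DAR counts here were 3733 in developing and 4133 in treated RPE, with 2517 and 2279 higher at E5 and 1216 and 1854 higher at E4. Those are lower than the values quoted from the study above. DESeq2 on the recovered reads called 4728 regions higher and 3276 lower at E5 in developing RPE, and 4490 and 3664 in treated RPE. Those counts are the same as the values quoted from the study above.

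Falls after treatment were far more extreme than rises. A fall of at least 64-fold was seen in 170 regions and a rise of that size in 0, although falls and rises of at least 8-fold were about as many (389 and 343), counting regions with a mean of at least 100 normalized counts in the higher condition. Of the 188 regions that kept under 2% of their developing signal, 58 had no read in the 4 treated libraries. Over all open regions, 157 held no read in the treated libraries and 2 held none in the developing ones. A loss of accessibility was not excluded for the 188. Of the 389 regions that fell at least 8-fold, 176 held fewer reads in the treated libraries, per region and per kb, than any of the 343 that rose held in the developing ones at equal depth (27 reads and 109 per kb), a level that the 8-fold limit alone did not force. The background that closed regions keep was not measured apart, however, and 144 of all regions held fewer reads than that level in the developing libraries, so it is not kept everywhere. The depth of the treated libraries is argued against, since it would leave at least 397 reads in each of the 188 regions. The regions were most frequent on chromosomes W (45 of 203 regions), 31 (13 of 189) and 30 (17 of 255). On W, the lost regions kept a median of 0.429 of their E5 RPE replicate 1 signal in E5 RPE replicate 2 (interquartile range 0.0914 to 0.606), a library with little W signal, whereas the other W regions kept 0.0603 (0.0085 to 0.231). This is consistent with lost W regions holding reads from copies elsewhere in the genome, so a candidate explanation is that reads of multi-copy sequence were counted in the developing libraries and not in the treated ones. Why counting would differ is not given in the sources used here. For the 143 lost regions on other chromosomes this cannot be told apart from other causes, because copy number was not measured here. Sequence missing from the treated embryos stays open too. Of 91 autosomal lost regions with a neighbour within 10000 bp, 81 had one that was not lost, which leaves room for short missing stretches. All such neighbours were kept for only 38 of the 91, so the rest had at least 1 neighbour that was lost too. How often lost regions would lie together by chance was not tested. The study's methods name pathogen-free eggs from Charles River Laboratories for the ATAC-seq embryos. The sources used here differ on where the eggs came from, however, so it is not settled whether all embryos were of 1 strain. All treated libraries share the pattern, so a batch difference and treatment are confounded.

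The Z and W shares of the signal mirrored each other across the 8 libraries (Pearson r = -0.867, exact permutation p = 0.00615; Spearman rho = -0.857, exact permutation p = 0.0107). Without the 2 libraries farthest from the median W share, E4 RPE replicate 2 and E5 RPE replicate 1, r was -0.719 over 6 libraries (exact permutation p = 0.121), so the pooled relation was no longer significant. With both shares centred within each treatment and permuted within it, r was -0.985 over the 8 libraries (exact permutation p = 0.00347; Spearman rho = -0.9, exact permutation p = 0.0243) and -0.96 without the same 2 (exact permutation p = 0.0417; Spearman rho = -0.818, exact permutation p = 0.208). The relation fits pools that differ in the number of female embryos, which may be the cause. Depth is argued against: E4 6hPR+FGF2 replicate 1, the second deepest library, held 453 reads on W outside the lost regions, while the shallower E5 6hPR+FGF2 replicate 2 held 63294. When the Z regions of each library were centred to remove its shift, 5.77% of Z regions were called in the developing stage comparison in place of 1.03%, against 6.03% of autosomal regions in that fit. In the treated stage comparison the share on Z moved from 0.898% to 4.69%, against 6.86% of autosomal regions after centring. For treatment it moved from 9.43% to 18.3% at E4, against 22.3%, and from 22.7% to 36.3% at E5, against 39.9%. Z thus stayed further below the autosomes in these comparisons. The few calls on Z may therefore come in part from the mixed sex of the pools rather than from stable accessibility.

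Replicates of a group differed along the axis that separates the stages. The difference of replicate 1 from replicate 2 was correlated with the E5 against E4 difference of the other condition, which shares no library with it, over the autosomal DARs of that condition. The correlation was -0.415 in E4 RPE, -0.486 in E4 6hPR+FGF2, -0.433 in E5 6hPR+FGF2 and -0.143 in E5 RPE, across regions, which are not independent replicates. Over all autosomal open regions it was weaker (-0.137, -0.286, -0.22 and -0.0813 in the same order). The deeper replicate was thinned at random to the reads of the other, in 20 draws. At least 92.9% of the correlation over the DARs stayed in every group, which argues against counting noise from unequal depth. Thinning leaves the expected signal unchanged, so it cannot exclude other differences that go with depth. Taken as deeper minus shallower replicate, the correlation was 0.415 in E4 RPE and 0.433 in E5 6hPR+FGF2. It was -0.486 in E4 6hPR+FGF2 and -0.143 in E5 RPE, so its sign did not follow depth. A trend with region width and mean signal is argued against for E4 RPE and the 6hPR+FGF2 groups, where the correlation after its removal was -0.462 or stronger, and stays open for E5 RPE, where it fell to -0.066. Replicate 1 lay on the E4 side of replicate 2 in those 3 groups, while for E5 RPE the side is not settled, since replicate 1 lay slightly further to the E5 side on principal component 2 (-79.8 against -75.4). A batch shared by the replicate numbers in the 3 groups is not excluded either, and no label gives one. In these groups replicate 1 also had a smaller share of signal on W, leaving out the lost regions, than replicate 2. The shares were 0.176% against 0.300% in E4 RPE, 0.0007% against 0.109% in E4 6hPR+FGF2 and 0.00042% against 0.187% in E5 6hPR+FGF2. In E5 RPE the order was reversed (0.401% against 0.041%). The sex of the pools is therefore not excluded, although only autosomal regions entered these correlations. A candidate explanation is that the pools of a group differed in developmental progress, which would widen the spread within groups along the same axis that the stage comparisons test. Embryo age within a stage was not measured in these values.

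Treatment changes differed with region width. Regions of up to 500 bp had a median log2 fold change of 0.04 at E4 and 0.06 at E5, and the 524 regions of over 5000 bp had -0.22 and -0.34. No explanation was tested.

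Some calls were concentrated. Among windows of 200000 bp, that from 55000001 to 55200000 on chromosome 5 held the most E5-higher DARs in both stage comparisons, with 9 of its 44 regions called in developing and 8 in treated RPE. A window on chromosome 33 from 5800001 to 6000000 held the most regions that rose after treatment at both stages, 29 of 63 at E4 and 34 at E5. The window with the most falls at E4, on chromosome 30 from 1600001 to 1800000, had 23 of its 28 regions called lower, 9 of them among the 188 lost regions. These windows were chosen after their values were seen, and no explanation was tested.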
